A study of Arabidopsis thaliana with 4 samples.

How the data were processed

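The data were gene by barcode tables from droplet single-cell RNA sequencing of Arabidopsis thaliana root protoplasts, with 1 library for each of 4 reporter lines. Per the labels, the root tips were taken 4 to 5 days after germination and the libraries were made with the 10x Genomics Chromium chemistry that reads the 3′ ends of transcripts. The deposited values are counts, whole numbers per gene and cell barcode to which the authors applied no normalization. Among rare genes of shallow barcodes, 97.2% to 97.5% of the nonzero values were 1 in each library, a pattern of unique molecular identifiers (UMIs), and the values are called UMIs from here on. The aligner, the counting program, the genome build, the annotation and the cell filter were not stated in the labels, so no genome coordinates are given. Each table had 32834 gene rows, most of them Arabidopsis gene codes, and 1 reporter row, GFP in 3 libraries and YFP in the PET111 library. Gene symbols came from the RefSeq annotation of assembly TAIR10.1, which matched 32548 of the 32834 rows. The same annotation gave the order of genes along a chromosome and nothing else.

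Barcodes were kept with at least 500 UMIs and at most 10% of UMIs from mitochondrial and plastid genes. The UMI minimum removed 0 barcodes in each library, and the organelle limit removed between 1076 and 2788. Doublets were scored with scrublet as provided in scanpy. The expected doublet rate was set to 8%. The automatic threshold marked 2, 0, 0 and 1 cells in the pWER:GFP, pCORTEX:GFP, PET111 and pSCR:GFP libraries, which was read as a failed call, and no cells were left out as doublets in the main values.

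Expression was ln(1 + UMIs per 10000 UMIs of the cell), and the Pearson correlation across kept cells was taken between the reporter and each gene with a UMI in at least 1% of kept cells. A promoter gene was ranked among these genes and set against the 200 genes nearest to it in mean expression. Thinning drew 1100 UMIs without replacement from each kept cell that had as many and left out the rest. That depth is the lower quartile of UMIs per kept cell of the shallowest library, rounded down. Shares of cells carry exact Clopper-Pearson 95% intervals and levels in CPM, UMIs per 1000000 UMIs, carry exact Poisson 95% intervals. All intervals cover counting error only.

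Each library was clustered on its own with the Leiden method at resolution 1, from 2000 variable genes, 30 principal components and 15 neighbours, with the reporter and the promoter genes left out of the features. A list of 64 markers of 9 cell classes was fixed before the data were examined, and it leaves out the promoter genes. A cluster took the name of a class, with the ending "-like", when at least 3 of the markers of that class were at least 2-fold above the rest of the library, with at least 10 UMIs each, and when the mean log2 fold of the class was at least 0.50, after adding 5 CPM to both sides. A cluster stayed unnamed when its 10 genes of highest fold held more markers of another class than of its own. It also stayed unnamed when these 10 genes held no marker of its own class and its median depth was more than 3-fold below that of the library. These naming thresholds were set after the clusters were seen. The share of kept cells in unnamed clusters was 53.2% in pWER:GFP, 44.0% in pCORTEX:GFP, 57.3% in PET111 and 47.3% in pSCR:GFP. Stress genes led some named clusters. In PET111 a root cap-like cluster was led by the heat shock genes MBF1C, HSP17.6A and HSP101, and in pCORTEX:GFP a root cap-like cluster was led by the immune genes PUB54, FMO1, PBS3 and WRKY46.

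Library sums were UMIs summed over kept cells, in CPM, compared as the log2 ratio of 1 library over the mean of the other 3, for 19485 genes with at least 100 UMIs in a library. Counting intervals of these ratios came from 100000 seeded gamma draws around the counts. With 1 library per line, no test between lines was possible, and no p-value, standard error or count of changed genes is given. In the labels each line is its own batch, so line and batch cannot be told apart. Co-expression of marker pairs had 1 value per library and is given as the mean and SD over 4 libraries.

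The comparisons, the cell filter, the marker list and the rule for naming genes were set before the data were examined. Under that rule the text names the reporters, the promoter genes WER, CORTEX and SCR, the 10 genes per library with the highest correlation with the reporter, the 3 highest and 3 lowest library sum ratios per library, and the class markers. Other genes named in the closing section were chosen after their values were seen. Alternative settings planned before the data were examined covered the cell filter, doublets, normalization, pseudocount, correlation measure, thinning and sums of about 20 similar cells. They also covered removal of Poisson counting variance, centring on cluster means, the gene filter, cluster resolution, leaving out each library, and scaling by TMM factors. Alternatives chosen after the data were seen are named in the section on how the results depend on the processing.

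The steps were tested on simulated data with 200 planted genes. In 3000 simulated cells per library, ln values placed 97.0%, 97.5%, 98.0% and 99.0% of the planted genes among the 200 most correlated genes, out of 17568 to 18330 genes. Raw UMIs placed 99.0% to 100% there and Pearson residuals 99.5% to 100%. Spearman correlation placed 74.5%, 72.0%, 69.5% and 87.5%. The simulated reporter had the same setting in each library. Its average lay above the highest observed level, 43.6 CPM in pWER:GFP, and far above the 3.34 CPM in pSCR:GFP. These shares therefore do not describe recovery at the reporter levels of the data. For library sums, all 200 planted changes among 18126 genes had the right sign in each library, with a median error of -0.02 on the log2 scale. The removal of counting variance was not tested this way. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.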

Results

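Single-cell transcriptomes were collected from roots of 4 Arabidopsis lines that carry a fluorescent reporter. In the pWER:GFP, pCORTEX:GFP and pSCR:GFP lines, GFP is driven by the promoter of an endogenous gene. These genes are WER (AT5G14750), CORTEX (AT1G09750) and SCR (AT3G54220). WER and SCR follow from the line names, while AT1G09750 as the CORTEX gene rests on general knowledge of that line and is not stated in the labels. PET111 is an enhancer trap line with YFP as its reporter row, and the labels give it no promoter gene. Each line had 1 library and no replicates.

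The 4 tables held 41823 barcodes and 840208018 UMIs. The pWER:GFP library had 9813 barcodes with 208973259 UMIs, of which 8737 cells were kept with a median of 4591 UMIs. The pCORTEX:GFP library was the deepest, with 306361336 UMIs in 11731 barcodes and a median of 8406 UMIs in 10202 kept cells. The PET111 library had 163920194 UMIs in 9745 barcodes, and its 6957 kept cells had a median of 2136 UMIs. The pSCR:GFP library had 160953229 UMIs in 10534 barcodes, with a median of 5128 UMIs in 8945 kept cells. Kept cells under 2000 UMIs made up 49.5% of the PET111 library and 23.6% to 27.2% of the others.

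The first question was how well known co-expression appears in such data without a reporter. Pairs of markers of the same cell class had a median correlation of 0.217 ± 0.0468 (SD, n = 4 libraries). Pairs from different classes had a median of -0.0110 ± 0.00210 (SD, n = 4). The area under the curve that separates the same-class from the different-class pairs was 0.902 ± 0.00639 (SD, n = 4). Raw UMIs moved the same-class median most, to 0.382. An exact sign-flip test over 4 libraries cannot pass the usual threshold, so none was run.

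Reporter transcripts were seen in 18.6% of kept cells of pWER:GFP (interval 17.7% to 19.4%), at 43.6 UMIs per 1000000 UMIs (CPM). In pCORTEX:GFP the share was 5.20% (4.78% to 5.65%), at 9.51 CPM. In PET111 it was 2.00% (1.68% to 2.35%), at 24.6 CPM. In pSCR:GFP it was 2.62% (2.30% to 2.97%), at 3.34 CPM. Thinning each cell to 1100 UMIs gave 3.87%, 0.703%, 1.45% and 0.387%, the farthest of the alternatives except in PET111, where a minimum of 2000 UMIs per cell gave 3.44%. Thinning left 8239 of 8737, 8819 of 10202, 5378 of 6957 and 8779 of 8945 cells.

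Hair cell-like cells served as a class that should lack the reporters of the 3 promoter lines. For PET111 nothing in the labels says whether they should lack YFP. Their share with a reporter UMI was 2.08% in pWER:GFP at a median depth of 18425 UMIs, against a median of 4591 in all kept cells. It was 4.38% in pCORTEX:GFP at 26201 UMIs, close to the 5.20% of all kept cells, whose median depth was 8406. In PET111 it was 0.397% at 53765 UMIs, and in pSCR:GFP it was 0.360% at 15699 UMIs. Both lay below the share of all kept cells despite greater depth. No other class was used this way. Cortex-like cells of pWER:GFP had a GFP UMI in 24.9% at a median of 2931 UMIs, above the 18.6% of all kept cells. The share was 53.4% in dividing-like cells of pWER:GFP at a median of 18308 UMIs and 33.5% in cortex-like cells of pCORTEX:GFP at 10411. For PET111 it was 8.58% in root cap-like cells at 9817, below the 22.9% in xylem-like cells at 6585. Endodermis-like cells of pSCR:GFP had 18.9% at 3818.

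The central comparison set each reporter against the endogenous gene that shares its promoter, a pair that should be expressed in the same cells. In pWER:GFP the correlation of GFP with WER was 0.513, rank 1 of 18170 genes. In pCORTEX:GFP the correlation of GFP with CORTEX was 0.420, rank 2 of 18365 genes, behind AT1G12845 at 0.456. In pSCR:GFP the correlation of GFP with SCR was 0.163, rank 26 of 17625 genes. All 3 values exceeded the correlations of all 200 genes matched in mean expression, whose highest values were 0.281, 0.213 and 0.105. Seen from the promoter gene, the reporter ranked 1, 6 and 35. Taking out counting variance in cells of at least 20000 UMIs, an alternative chosen after the data were seen, moved the WER and CORTEX correlations most, to 0.963 and 0.942. For SCR the same step in all kept cells moved the value most, to 1.06, above the limit of a correlation. This step worked on UMIs per 10000 without the log. That scale alone gave 0.506, 0.177 and 0.109 for WER, CORTEX and SCR in all kept cells. The moves from the main values therefore include a change of scale. Thinning changed the sign for SCR, to -0.00421.

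**Figure D1:**
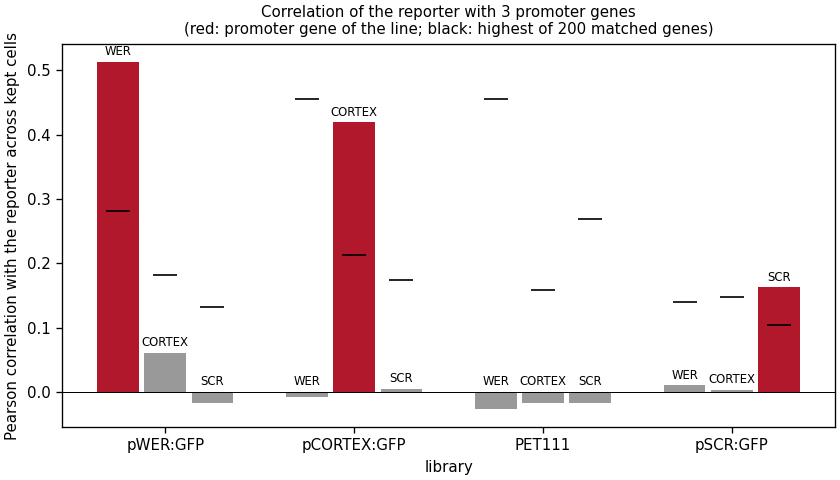
Pearson correlation of the reporter with WER, CORTEX and SCR across kept cells (y axis, no unit) in each of 4 libraries (x axis); red bars are the promoter gene of the line, grey bars those of other lines, and black marks the highest of 200 genes matched in expression. The red bars reach 0.513, 0.420 and 0.163, each above its mark, and PET111 has no red bar.

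The promoter genes of the other lines served as negative pairs. In pWER:GFP, GFP had a correlation of 0.0608 with CORTEX and -0.0178 with SCR. In pCORTEX:GFP the values were -0.00722 for WER and 0.00488 for SCR. In pSCR:GFP they were 0.0102 for WER and 0.00345 for CORTEX. In PET111, YFP gave -0.0270 with WER, -0.0180 with CORTEX and -0.0180 with SCR. No negative pair exceeded the highest of its 200 matched genes in this main setting. In pSCR:GFP, however, WER was the first gene with raw UMIs, at 0.734, and with Pearson residuals, at 0.357. Without the 4 barcodes rich in GFP and WER, these values were 0.0355 and -0.0143.

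The ranks depended on the setting to different extents. Counting the main setting, WER was first in all 15 settings that rank it. CORTEX was first in 7 of its 13 and within the first 10 genes in 12. SCR was first in 0 of its 14 and within the first 10 genes in 4. Depth changed the correlations as well. In cells of at least 20000 UMIs, a range chosen after the data were seen, the correlations were 0.897, 0.862 and 0.459 for WER, CORTEX and SCR.

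**Figure D2:**
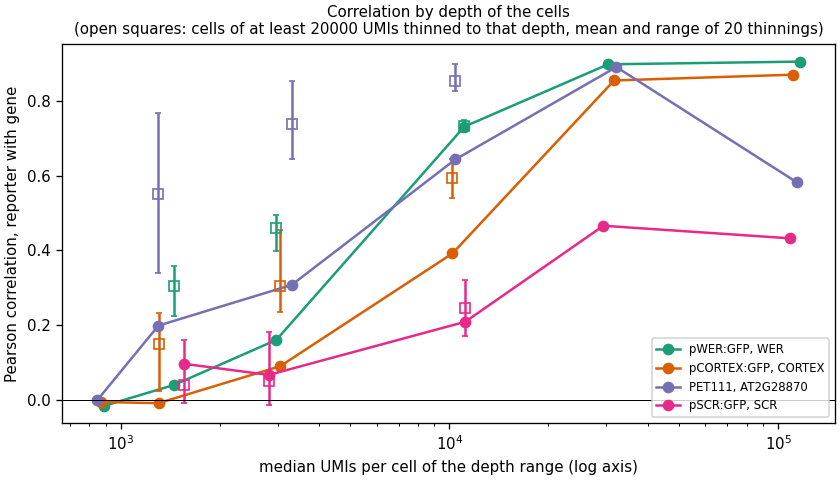
Pearson correlation of the reporter with its promoter gene, or with AT2G28870 in PET111 (y axis, no unit), by the median UMIs per cell of a depth range (x axis, log scale); filled points are kept cells, and open squares are cells of at least 20000 UMIs thinned to that median, with the mean and range of 20 thinnings. For WER the cells between 1000 and 2000 UMIs lie at 0.0391, below the thinned range of 0.225 to 0.357, while for SCR the value of 0.0958 lies inside its range of -0.00990 to 0.161.

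Besides WER, the genes most correlated with GFP in pWER:GFP were AT5G62340 at 0.371, AT4G39840 at 0.366 and AT2G41800 at 0.350. AT2G43480, AT3G14530, AT1G54010, AT5G12940, XTH5 (AT5G13870) and AT3G20590 followed, between 0.341 and 0.322. In pCORTEX:GFP, AT1G12845 and CORTEX were followed by EXPA11 (AT1G20190) at 0.406, AT5G18840 at 0.400 and PG2 (AT1G70370) at 0.400. AT2G45180, UMAMIT33 (AT4G28040), ATS3 (AT5G07190), UMAMIT34 (AT4G30420) and DGR2 (AT5G25460) lay between 0.376 and 0.336. In pSCR:GFP the first gene was AT4G11290 at 0.267, then OCT3 (AT1G16390) at 0.251, RCI3 (AT1G05260) at 0.248 and AT4G16270 at 0.247. AT2G14900, XTH16 (AT3G23730), AT3G32980, AT4G11190, AT5G45210 and UCC1 (AT2G32300) lay between 0.235 and 0.204.

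For the enhancer trap, the gene most correlated with YFP was AT2G28870, at 0.609. It was first in 12 of 13 settings. AT3G52440 followed at 0.532, AT1G19115 at 0.504 and PDX1.1 (AT2G38230) at 0.497. The root cap markers LZY4 (AT1G72490) and LZY2 (AT1G17400) were in the list, at 0.483 and 0.452. AT1G18265, ADF9 (AT4G34970), AT1G10530 and PEX11D (AT2G45740) lay between 0.466 and 0.410.

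Detection of the promoter gene was then compared between cells with and without a reporter UMI. WER was seen in 79.1% (77.0% to 81.0%) of GFP-positive cells and in 16.1% (15.2% to 16.9%) of GFP-negative cells, a ratio of 4.92. CORTEX was seen in 65.0% (60.7% to 69.0%) and 1.63% (1.39% to 1.91%), a ratio of 39.8. SCR was seen in 49.1% (42.6% to 55.7%) and 2.54% (2.22% to 2.89%), a ratio of 19.4. GFP-positive cells were deeper, with median UMIs of 24707 against 3372, 62780 against 7690, and 30568 against 4949. In cells of at least 20000 UMIs, chosen after the data were seen, the shares in GFP-negative cells moved most. They were 25.6%, 3.24% and 8.65% for WER, CORTEX and SCR. Thinning to equal depth moved the shares in GFP-positive cells most. WER was then seen in 34.2% against 8.35% and CORTEX in 9.68% against 0.639%. SCR was seen in 0 of 34 thinned GFP-positive cells, with an upper bound of 10.3%, against 0.457%, so a difference was not detectable at this depth. In hair cell-like cells, which should have little of these genes, WER stood at 3.78 CPM in pWER:GFP, CORTEX at 1.19 in pCORTEX:GFP and SCR at 0.806 in pSCR:GFP.

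Clusters placed the reporter in cell classes. In pWER:GFP the highest named class was root cap-like, with 97.4 CPM of GFP (92.9 to 102), followed by dividing-like cells with 87.3 (82.8 to 91.9) and cortex-like cells with 48.5 (44.4 to 52.8). Unnamed clusters held 55.1% of the GFP UMIs of this library. Clustering at resolution 0.5 moved the root cap-like value most, to 14.7, and made dividing-like cells the highest named class at 76.7. WER stood at 289 CPM in root cap-like and 308 in dividing-like cells, so its 2 highest classes were the same at resolution 1, in the opposite order. Non-hair cell-like cells had 9.36 CPM of GFP (7.63 to 11.4) and hair cell-like cells 0.815 (0.407 to 1.46). Both depended on which unnamed cells took the name. Non-hair cell-like cells had 18.1 (16.1 to 20.3) at resolution 0.5 and 46.5 (44.0 to 49.0) at resolution 2, where 227 cells unnamed at resolution 1 held 1244 of their 1342 GFP UMIs. Hair cell-like cells had 2.68 (2.10 to 3.36) at resolution 0.5, with GFP in 7.95% of 503 cells, and 1.10 (0.502 to 2.09) at resolution 2.

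In pCORTEX:GFP the highest class was cortex-like, with 57.9 CPM of GFP (55.4 to 60.5) and 50.8 of CORTEX (48.5 to 53.2). The next named class was hair cell-like at 2.68 (1.88 to 3.71). At resolution 0.5 it was dividing-like, at 9.64 (8.81 to 10.5), after 300 unnamed cells with 493 GFP UMIs took that name. In PET111 the highest class was root cap-like, with 394 CPM of YFP (381 to 407), followed by xylem-like cells with 142 (119 to 168). YFP was seen in 24 of 105 xylem-like cells and in 70 of 816 root cap-like cells, so the root cap-like class led in CPM but not in share of cells. At resolution 0.5 the 204 phloem-like cells also took the xylem-like name, so the value of 38.4 CPM there describes a mixture of 309 cells. At resolution 2 the xylem-like class was the same 105 cells. Phloem-like cells had 18.6 CPM of YFP, but 85 of their 91 YFP UMIs lay in 3 cells. In pSCR:GFP the highest class was endodermis-like, with 23.0 CPM of GFP (20.4 to 25.9) and an interval of 28.8 to 35.4 for SCR. Dividing-like cells followed with 10.1 (8.62 to 11.7), where 4 barcodes held 116 of the 167 GFP UMIs and the value without them was 3.22.

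**Figure D3:**
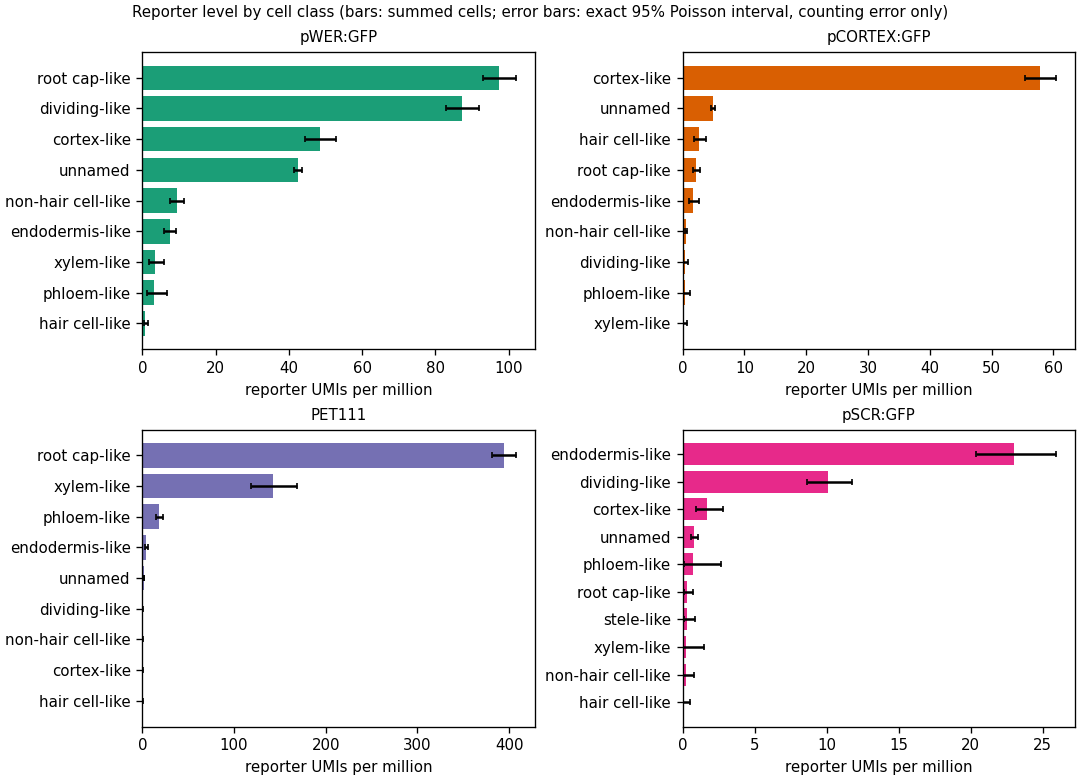
Reporter level in CPM over the summed cells of each class (x axis) for the classes of each library (y axis), with exact Poisson intervals that cover counting error only. The highest named classes reach 97.4 in pWER:GFP, 57.9 in pCORTEX:GFP, 394 in PET111 and 23.0 in pSCR:GFP. The dividing-like bar of pSCR:GFP is drawn at 10.1 and includes 4 barcodes, without which the value, not drawn, is 3.22.

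Markers placed the reporter without clusters. The class with the highest mean correlation with the reporter was dividing in pWER:GFP, at 0.0926. It was cortex in pCORTEX:GFP, at 0.186, root cap in PET111, at 0.188, and endodermis in pSCR:GFP, at 0.0744. Xylem was next in PET111, at 0.131. Sums of about 20 cells moved these means most in pWER:GFP, pCORTEX:GFP and pSCR:GFP, to 0.365, 0.401 and 0.219, and centring on cluster means moved the PET111 mean most, to 0.0281. The leading class held in all 12 alternatives, 10 of them added after the data were seen, in pWER:GFP and pCORTEX:GFP, and in 10 of 12 in PET111 and pSCR:GFP. In PET111, xylem led in sums of about 20 cells, at 0.301 against 0.265 for root cap, and after centring, at 0.0551 against 0.0281. In pSCR:GFP, dividing led with raw UMIs, at 0.108 against 0.0422 for endodermis, and centring turned the endodermis mean negative, to -0.0484.

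The correlations of all genes with the reporter were compared with those with the promoter gene. Across genes, which are not independent replicates, Spearman's rho was 0.961 for GFP and WER over 18169 genes. It was 0.930 for GFP and CORTEX over 18364 genes and 0.677 for GFP and SCR over 17624 genes. The profile of the same promoter gene in 2 different libraries gave 0.719 to 0.907 for WER, 0.695 to 0.893 for CORTEX and 0.512 to 0.779 for SCR, each over 6 pairs of libraries. Within a library, the promoter genes of other lines gave from -0.104 to 0.475. Pearson residuals moved the rho of SCR most, to 0.767.

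Summed UMIs described how the libraries differed beyond the reporter. WER stood at 148 CPM in pWER:GFP, 46.3 in pCORTEX:GFP, 37.2 in PET111 and 30.6 in pSCR:GFP, a log2 ratio of 1.96 for pWER:GFP over the mean of the others. CORTEX had a log2 ratio of 0.20 in pCORTEX:GFP, and SCR had -0.67 in pSCR:GFP. Scaling by TMM factors moved the CORTEX ratio most, to 0.29. Over 19485 genes the SD of log2 ratios was 0.588 in pWER:GFP, 0.978 in pCORTEX:GFP, 1.01 in PET111 and 0.801 in pSCR:GFP.

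Genes with 0 UMIs in a library, 16 in pCORTEX:GFP and 25 in PET111, were ranked at a floor of 3 UMIs, so their true ratios can be lower than their rank implies. The highest ratio in pWER:GFP was that of AT5G07760 at 5.56 (4.55 to 6.43), from 168 UMIs against 2, 0 and 7. GLP6 (AT5G39100) had 4.01 and AT3G19560 had 3.17. The lowest was AT1G75945 at -9.89, with 5 UMIs against 914, 7995 and 2356, followed by GLIP7 (AT5G15720) at -5.20 (-7.04 to -3.78) and AT5G42235 at -4.67. In pCORTEX:GFP, AT2G29310, AT5G17040 and TT5 (AT3G55120) were highest, at 3.07, 2.68 and 2.62. LTI78 (AT5G52310) and SK11 (AT4G34210) were lowest, at -11.37 and -10.33, and AT3G19920 had -9.70 (-12.91 to -7.48) from 1 UMI. In PET111, AT1G69325, AT2G27140 and HVA22F (AT2G42820) were highest, at 4.46, 4.31 and 3.89. LTI78 was lowest, at -11.42 (-13.25 to -10.01) from 3 UMIs, followed by SK11 at -11.17 and AT2G47950 at -10.65 (-12.93 to -8.97) from 2 UMIs. In pSCR:GFP, COR15A (AT2G42540) was highest at 5.89, then AT4G18650 at 5.01 and AT2G28690 at 4.21. AT3G18260 at -4.53 (-6.37 to -3.11), AT5G35870 at -4.52 (-6.36 to -3.10) and AT5G07455 at -4.29 were lowest, the first 2 from 3 UMIs each.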

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

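All tests in this part were chosen after the result was seen.

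The barcodes left out for a high share of organelle transcripts were not used in any comparison of the main values, and they held reporter transcripts in each library. A reporter UMI was seen in 9.11% of 1076 such barcodes in pWER:GFP and in 2.09% of 1529 in pCORTEX:GFP. The share was 1.61% of 2788 in PET111 and 0.629% of 1589 in pSCR:GFP. WER was also seen in 54 of the 98 GFP-positive barcodes of pWER:GFP, CORTEX in 7 of the 32 of pCORTEX:GFP and SCR in 2 of the 10 of pSCR:GFP. In PET111, 1 barcode held 75 of the 224 YFP UMIs.

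Free RNA in the droplets would put no more reporter into these barcodes, per nuclear UMI, than into kept barcodes under 2000 UMIs, and would bring reporter and promoter gene together no more often than independent draws. The pWER:GFP value of 59.6 reporter UMIs per 1000000 nuclear UMIs lay above the upper counting bound of 30.7 in those kept barcodes, and the PET111 value of 40.5 lay above 10.2. These values argue against free RNA alone in both libraries. The pCORTEX:GFP value of 12.2 lay under the bound of 14.7 and the pSCR:GFP value of 1.93 under 5.97. In pCORTEX:GFP, the 7 barcodes with both GFP and CORTEX were 8.09 times the number from independent draws at their depth, with a counting interval of 2.81 to 14.4 barcodes against 0.865, which argues against free RNA alone. In pSCR:GFP the 2 barcodes with both were 5.41 times that number, and with so few free RNA cannot be told apart from other sources. Damaged reporter-expressing cells are a candidate source, which was not tested. The labels give each line 1 library, and no biological explanation was tested.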

How the results depend on the processing

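The settings with at least 20000 UMIs, those without the highest doublet scores and those without GFP-rich and WER-rich barcodes were chosen after the data were seen, as were all alternatives for the marker means except Spearman correlation and Pearson residuals. Of 193 alternative values, 87 stayed within the tolerance, 104 moved beyond it and 2 changed sign. The tolerance was 0.0468 for a correlation, the spread of the marker pair value over libraries, the counting interval for a share or level, and 1.5 times for a rank. For the similarity of profiles it was the SD of the same gene over 6 pairs of libraries, 0.0780 for WER, 0.0730 for CORTEX and 0.0931 for SCR, and for an SD of library sums it was 10%. No paired analysis was possible because each line had 1 library and the labels pair none of them. Where a value moved, the cause was not tested unless a cause is given.

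The WER, CORTEX and SCR correlations kept their sign except for SCR after thinning, at -0.00421. Thinning also gave 0.191 for WER and 0.0971 for CORTEX. Raw UMIs gave 0.907, 0.809 and 0.306, Pearson residuals 0.813, 0.726 and 0.238, and sums of about 20 cells 0.905, 0.795 and 0.580. Centring on cluster means gave 0.356, 0.225 and 0.0930. Cells of at least 20000 UMIs gave 0.897, 0.862 and 0.459. Taking out counting variance, on UMIs per 10000 without the log, gave 0.909, 0.723 and 1.06. The same step in cells of at least 20000 UMIs gave 0.963, 0.942 and 0.588. At least 2000 UMIs gave 0.622 for WER and 0.622 for CORTEX. Values per 10000 without the log gave 0.177 for CORTEX and 0.109 for SCR. The smaller pseudocount gave 0.556 and 0.251, and Spearman correlation 0.649 and 0.388. Every barcode, and leaving out the highest doublet scores, kept all 3 correlations within the tolerance.

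WER ranked 1 in each setting run. CORTEX ranked 1 with at least 2000 UMIs, raw UMIs, Pearson residuals, the smaller pseudocount, Spearman correlation, centring and at least 20000 UMIs. It ranked 15 without the log and 4 in sums of about 20 cells. SCR ranked 116 with raw UMIs, where 4 barcodes decided the value and its rank without them was 3. It ranked 15 with Pearson residuals, where WER was first, and 15 with the smaller pseudocount. Its rank was 4 with Spearman correlation, 2 in sums of about 20 cells, 9 after centring and 5 with at least 20000 UMIs. Ranks after thinning and with genes in at least 5% of cells gave no value for CORTEX and SCR, since these genes did not pass the gene filter. The planned doublet caller gave no value, as it marked almost no cells.

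The share of cells with a reporter UMI moved with depth by construction. At least 2000 UMIs gave 24.3%, 6.62%, 3.44% and 3.28% in pWER:GFP, pCORTEX:GFP, PET111 and pSCR:GFP, and thinning gave 3.87%, 0.703%, 1.45% and 0.387%. Every barcode gave 17.5% in pWER:GFP. The promoter gene was seen in 34.2%, 9.68% and 0% of reporter-positive cells after thinning for WER, CORTEX and SCR. At least 20000 UMIs gave 96.2%, 78.9% and 66.7%, and at least 2000 UMIs gave 82.2% for WER. In reporter-negative cells of at least 20000 UMIs the shares were 25.6%, 3.24% and 8.65%. The ratios of positive to negative cells there were 3.75, 24.4 and 7.71, below the 4.92, 39.8 and 19.4 of all kept cells.

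Reporter levels by class moved with the clustering. At resolution 0.5 the root cap-like value of pWER:GFP was 14.7 CPM and that of PET111 was 328. The dividing-like value was then 76.7 in pWER:GFP and 6.35 in pSCR:GFP, and the xylem-like value of PET111 was 38.4, because the phloem-like cells were then named xylem-like. At resolution 2 the values were 115 for root cap-like and 81.5 for dividing-like in pWER:GFP, 76.5 for cortex-like in pCORTEX:GFP, 376 for root cap-like in PET111 and 13.8 for endodermis-like in pSCR:GFP. In pWER:GFP the non-hair cell-like value went from 9.36 to 18.1 at resolution 0.5 and 46.5 at resolution 2, and the hair cell-like value from 0.815 to 2.68 and 1.10. Mean marker correlations under Spearman were 0.194, 0.350 and 0.143 in pWER:GFP, pCORTEX:GFP and pSCR:GFP, and Pearson residuals gave 0.274 in pCORTEX:GFP. Sums of about 20 cells gave 0.365, 0.401, 0.265 and 0.219 in pWER:GFP, pCORTEX:GFP, PET111 and pSCR:GFP, cells of at least 20000 UMIs 0.206, 0.369, 0.323 and 0.166, and thinning 0.0162, 0.0602, 0.1251 and 0.0264. Centring gave 0.0370, 0.0588 and 0.0281 in the first 3 and changed the sign in pSCR:GFP, to -0.0484. Raw UMIs gave 0.275 in pWER:GFP and 0.343 in pCORTEX:GFP, and at least 2000 UMIs 0.267 in pCORTEX:GFP. Values without the log gave 0.0768 in pCORTEX:GFP, 0.137 in PET111 and 0.0249 in pSCR:GFP, and the smaller pseudocount gave 0.271 in pCORTEX:GFP. The similarity of reporter and promoter gene profiles stayed within its own tolerance in all 6 alternatives. Pearson residuals raised it to 0.991 for CORTEX and 0.767 for SCR, moves above 0.0468.

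The same-class marker median was 0.382 with raw UMIs, 0.295 with Pearson residuals and 0.267 with Spearman correlation. Leaving out each library in turn gave 0.194 to 0.228. For library sums, a minimum of 1000 UMIs gave an SD of 0.526 in pWER:GFP, and TMM factors gave 0.29 for CORTEX.

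Depth limits what these libraries can show. After thinning to 1100 UMIs, 34 cells of pSCR:GFP had a GFP UMI and 40 had an SCR UMI, and 0 had both.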

Other observations

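The tests of scaling, of reporter transcripts counted as WER, of cell class mix, of SK12 and of UMI numbers in the SCR pair were written before their outcome was seen. The other tests in this part, namely those on the correlates of WER, counting noise, free RNA in shallow barcodes, xylem-like cells, the GFP-rich and WER-rich barcodes and AT2G28870, were chosen after the result was seen.

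WER itself was higher in pWER:GFP than in the other libraries. A larger number of the cells that express WER in the other libraries is argued against. The 20 genes most correlated with WER there had a median log2 ratio of -0.00734 and a highest ratio of 0.32. WER in cells that lack it in the other libraries would be missed by this test. In cortex-like cells WER stood at 120 CPM in pWER:GFP, against 18.4 in pCORTEX:GFP, 10.2 in PET111 and 8.56 in pSCR:GFP. In non-hair cell-like cells it stood at 53.4, against 77.6, 60.3 and 26.9. Scaling is argued against as well, as TMM factors left 1.97. Reporter transcripts counted as WER would raise WER in reporter-positive cells alone. Among cells of at least 20000 UMIs, WER per UMI of its correlates was 2.12 (log2) above the other libraries in cells with GFP and 0.0212 in cells without. This cannot be told apart from selection, because having no GFP UMI also selects cells with little WER. The transgene may include transcribed WER sequence, or the line may express more WER. The labels do not describe the construct.

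The correlation of reporter and promoter gene was lower in shallow barcodes. Between 1000 and 2000 UMIs it was 0.0391 in pWER:GFP, against at least 0.248 in deep cells thinned to depths drawn from these barcodes. In pCORTEX:GFP it was -0.00970 against at least 0.0783, with 18 GFP-positive and 13 CORTEX-positive barcodes, and between 5000 and 20000 UMIs it was 0.392 against at least 0.524. These values argue against counting noise as the whole cause in both at these depths. In pWER:GFP between 5000 and 20000 UMIs the value of 0.732 lay inside the thinned range of 0.684 to 0.739, so counting noise suffices there. In pSCR:GFP the shallow value of 0.0958 lay above the lowest thinned value of -0.00932, with 10 GFP-positive barcodes, and counting noise cannot be told apart there. Shallow barcodes may hold more free RNA, but how much stays open. Markers of 1 class were seen together in shallow barcodes 0.447 times as often, over independent draws, as in deep cells thinned to their median depth in pWER:GFP, the highest of the 4 libraries, and 0.115 times in PET111, the lowest. They were still seen together more often than independent draws give, 6.21 times in pWER:GFP, 3.16 times in pCORTEX:GFP, 1.35 times in PET111 and 4.06 times in pSCR:GFP. Barcodes that hold mostly free RNA cannot be told apart from a mixture with cells on these values. A different mix of cell types in shallow and deep barcodes was not tested.

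In PET111, YFP was seen in 22.9% of xylem-like cells, at a median depth of 6585 UMIs, against 4.41% in phloem-like cells, the highest other named class outside the root cap. This argues against free YFP RNA. Doublets with root cap cells would carry root cap markers, but 4.17% of the YFP-positive xylem-like cells had such a marker UMI. Among YFP-positive root cap-like cells it was 100%, at a median depth of 17569 UMIs against 4470, so these shares are not at equal depth. Among xylem-like cells without YFP it was 12.3%. YFP in xylem-like cells may be expression of the trap in these cells, a hypothesis found and tested on the same data.

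In pSCR:GFP, 4 barcodes with at least 10 GFP and 10 WER UMIs held 116 of the 516 GFP UMIs of the library, with 3 SCR UMIs. None of them, 0 of 4, was present in the pWER:GFP table, so they were not carried over as barcodes. Other dividing-like cells of at least 20000 UMIs held a mean of 0.356 GFP UMIs and at most 11, against at least 16 in the 4, which argues against free GFP RNA. Endodermis markers stood at 9.96 CPM, against 3496 in the 27 endodermis-like cells with at least 3 GFP UMIs, which argues against doublets with such cells. Cells of the pWER:GFP line in this library may be the source. Their WER UMIs per GFP UMI ran from 4.59 to 7.31, and 3 of the 4 lay above the 5th to 95th percentile range of 1.45 to 5.10 in 137 pWER:GFP cells with as many GFP UMIs, while their WER level of 748 to 1259 CPM lay inside the range of 208 to 2180. With 4 barcodes this source cannot be told apart from others. Without them the raw UMI rank of SCR was 3, against 116 with them, and the raw correlation of GFP with WER was 0.0355, against 0.734.

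The library sums fell into pairs, pWER:GFP with pSCR:GFP and pCORTEX:GFP with PET111. Over all kept cells the correlation across genes was 0.986 to 0.987 within these pairs and 0.915 to 0.937 across them. The cell class mix is argued against, since within hair cell-like cells the pairs had at least 0.921 and other pairs at most 0.856. The same order held in cortex-like, endodermis-like and non-hair cell-like cells. Xylem-like cells were the exception, with 0.813 for pCORTEX:GFP and PET111 against up to 0.846 across pairs. SK11 and LTI78 had the lowest ratios in pCORTEX:GFP and in PET111. SK11 had 36327 and 33971 UMIs in pWER:GFP and pSCR:GFP against 31 and 9. Its near copy SK12 (AT4G34470) would go the other way if it had taken the reads, but it was higher in the same pair by 6.84 (log2), against 11.27 for SK11. Growth, handling, sequencing run, plant background and the reference used for counting may differ between the pairs, and none of these is in the labels.

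AT2G28870 was first by correlation with YFP in PET111, and the trap may lie near it, which stays open. Its neighbour OEP16-1 (AT2G28900), 3 genes away, had a correlation of 0.258, above 96.0% of the highest neighbour correlations of 199 leading genes. OEP16-1 was also among the leading genes of a root cap-like cluster in each of the 3 libraries without the trap. A reporter in the root cap would be correlated with OEP16-1 wherever the trap lies, so this percentile does not bear on the distance. AT2G28870 itself was among the leading genes of such a cluster in pSCR:GFP, though not in pWER:GFP or pCORTEX:GFP. Its first rank alone therefore does not place the trap. The nearer neighbours emb1997 and PLL4 had 0.0105 and 0.0328. The insertion site is not in the labels.

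The SCR pair was less correlated than the others. Thinning GFP and the promoter gene to the UMI shares of the SCR pair gave 0.115 to 0.212 for WER and 0.267 to 0.385 for CORTEX, against 0.163 for SCR. The WER range holds the SCR value and the CORTEX range lies above it, so lower UMI numbers cannot be told apart from a difference between the lines.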
